# Transcriptome Analysis of the Model Protozoan, *Tetrahymena thermophila*, Using Deep RNA Sequencing

**DOI:** 10.1371/journal.pone.0030630

**Published:** 2012-02-07

**Authors:** Jie Xiong, Xingyi Lu, Zhemin Zhou, Yue Chang, Dongxia Yuan, Miao Tian, Zhigang Zhou, Lei Wang, Chengjie Fu, Eduardo Orias, Wei Miao

## Abstract

**Background:**

The ciliated protozoan *Tetrahymena thermophila* is a well-studied single-celled eukaryote model organism for cellular and molecular biology. However, the lack of extensive *T. thermophila* cDNA libraries or a large expressed sequence tag (EST) database limited the quality of the original genome annotation.

**Methodology/Principal Findings:**

This RNA-seq study describes the first deep sequencing analysis of the *T. thermophila* transcriptome during the three major stages of the life cycle: growth, starvation and conjugation. Uniquely mapped reads covered more than 96% of the 24,725 predicted gene models in the somatic genome. More than 1,000 new transcribed regions were identified. The great dynamic range of RNA-seq allowed detection of a nearly six order-of-magnitude range of measurable gene expression orchestrated by this cell. RNA-seq also allowed the first prediction of transcript untranslated regions (UTRs) and an updated (larger) size estimate of the *T. thermophila* transcriptome: 57 Mb, or about 55% of the somatic genome. Our study identified nearly 1,500 alternative splicing (AS) events distributed over 5.2% of *T. thermophila* genes. This percentage represents a two order-of-magnitude increase over previous EST-based estimates in *Tetrahymena*. Evidence of stage-specific regulation of alternative splicing was also obtained. Finally, our study allowed us to completely confirm about 26.8% of the genes originally predicted by the gene finder, to correct coding sequence boundaries and intron-exon junctions for about a third, and to reassign microarray probes and correct earlier microarray data.

**Conclusions/Significance:**

RNA-seq data significantly improve the genome annotation and provide a fully comprehensive view of the global transcriptome of *T. thermophila*. To our knowledge, 5.2% of *T. thermophila* genes with AS is the highest percentage of genes showing AS reported in a unicellular eukaryote. *Tetrahymena* thus becomes an excellent unicellular model eukaryote in which to investigate mechanisms of alternative splicing.

## Introduction

Although unicellular, *Tetrahymena thermophila* possesses most of the conserved cell structures and molecular processes found in multicellular eukaryotes. In particular *Tetrahymena* has many orthologs of human proteins not found in other unicellular models such as yeast [1]. A number of fundamental discoveries of molecular biology were made in this ciliate protozoan, including the nature of telomeres [2], telomerase [3] and self-splicing RNA [4], the first demonstration that a transcription factor was a histone modifying enzyme [5] and one of the first demonstrations of the role small RNAs in heterochromatin formation [6], [7]. As a eukaryotic model system, *T. thermophila* grows rapidly to a high cell density in a variety of media and conditions and allows the convenient use of advanced molecular genetic tools such as RNA interference (RNAi), gene overexpression and knock-out [8].

Like most other ciliated protozoans, *Tetrahymena* is a binucleated cell with a germline micronucleus (MIC) and a somatic macronucleus (MAC) [9]. The MIC is diploid, contains 5 pairs of chromosomes and is transcriptionally inert during most of the life cycle. The MAC is transcriptionally active and contains ∼45 copies each of ∼200 chromosomes derived by site-specific fragmentation and amplification from the 5 MIC chromosomes when the MAC develops from the MIC during the sexual process of conjugation.

The first analysis of the ∼104 Mb *Tetrahymena* MAC genome sequence [1] (hereafter also called the 2006 release) predicted 27,424 protein-coding gene models. Subsequent analysis refined the assembly and annotation through comparative genomic hybridization, targeted gap closure and sequence data from about 60,000 ESTs, resulting in the current genome annotation version (hereafter also called the 2008 release) with 24,725 gene models [10]. Miao *et al.* (2009) used a single channel microarray platform (Roche NimbleGen) to measure the transcription level of all of the predicted genes at 20 time points during the three major physiological/developmental stages of *Tetrahymena* (growth, starvation and conjugation) [11]. However, a serious lack of extensive cDNA sequences limited the accuracy of predicted gene models, thus partially reducing the usefulness of the cDNA microarray data, whose probes were designed based largely on the 2006 predicted open reading frames (ORFs).

Deep RNA sequencing (RNA-seq) using second generation sequencing techniques (e.g., Illumina's Genome Analyzer II) provides an unbiased, comprehensive method to understand the transcriptome of an organism [12], [13], and is more sensitive than microarray methods [14], [15]. The transcriptomes of several other eukaryotes, including humans [16], [17], yeast [18], *Arabidopsis* [19], rice [20] and *Plasmodium* [21], have been determined by RNA-seq. By assembling transcripts from sequenced reads that map to a reference genome, the RNA-seq approach can greatly improve the accuracy of genome annotation and identify untranslated regions (UTR), novel transcripts and alternative splicing; it can also reveal additional gene expression information [22], [23], such as in mammalian [17], rice [20] and *Candida albicans* [24].

The splicing of precursor mRNA not only reconstitutes gene coding sequence, but is also an important regulatory step in the process of gene expression in eukaryotes [25]. Alternative splicing (AS) is a major means by which eukaryotes greatly increase their transcriptome and proteome diversity for a given number of genes [26], [27], [28]. High-throughput RNA-seq technology provides an efficient opportunity to globally investigate AS and it has revealed a high amount of AS in plants [19]–[20] and mammals [29].

In this study, we present a comprehensive analysis of the transcriptome of *T. thermophila* using the Illumina RNA-seq platform. The data were generated from six mRNA samples, one from growing, three from starving and two from conjugating cells. A total of about 125 million reads were mapped to the *T. thermophila* genome. These allowed us to significantly improve the previous genome annotation and re-investigate gene expression profiles. Our results also showed that alternative splicing in *T. thermophila* occurs far more frequently than previously reported.

## Results

### Deep RNA sequencing of *T. thermophila*

To better understand the *T. thermophila* transcriptome and gene expression, we performed high-throughput RNA-seq for six Poly-A-purified RNA samples from three major physiological or developmental stages of *T. thermophila*: growth, starvation and conjugation (see Methods). 

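Poly-A RNA of *T. thermophila*, a unicellular ciliate, was sequenced in 6 libraries: 1 from growing cells (G-m), 2 from cells starved for 3 hours (S-3), 1 from cells starved for 15 hours (S-15) and 1 each from cells 2 hours (C-2) and 8 hours (C-8) into conjugation. The S-3 libraries came from mating types VI and V, G-m and S-15 came from mating type VI, and both conjugation libraries came from the 2 mating types mixed. S-3 was the state with 2 libraries; the values of the other 4 states had no replicate. For G-m, the paper gives a cell density of about 350000 cells/ml and the sample labels give 200000 cells/ml. Reads were 53 bp long in G-m, 75 bp in S-3 of mating type VI and in C-2, and 100 bp in S-3 of mating type V, S-15 and C-8, so growth and the shortest reads cannot be told apart. The authors trimmed the reads, mapped them with TopHat to the macronuclear genome and counted uniquely mapped reads with HTSeq on the 24725 gene models of the 2008 annotation. They deposited the counts without normalization. Whether HTSeq used the strand or counted both reads of a pair is not given in the sources used here, and reads shared by near-identical gene models were left out with the other reads that did not map uniquely. The counts summed to 19699383 reads in G-m, 10826359 in S-3 of mating type VI, 5996894 in S-3 of mating type V, 4370009 in S-15, 12288948 in C-2 and 11402490 in C-8. From these counts, expression was calculated as RPM, the reads of a gene model divided by the uniquely mapped reads that Table 1 gives for the library, times 1000000. Exon lengths were not used here, so RPM stands in for the paper's RPKM; both are equal for a gene model with 1 kb of exons. The ratio of a gene model's values between libraries is free of its length, but a minimum such as 5 is not. A single read was worth 0.0281 RPM in G-m, with the most uniquely mapped reads, and 0.0896 RPM in S-3 of mating type V, with the fewest. A count of 0 allowed up to 3 reads, which is 0.0844 RPM in G-m and 0.269 RPM in S-3 of mating type V; such limits and all intervals cover counting error only.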

We obtained about 94 million paired-end reads, with a total length of more than 14 gigabases (Gb) (Table 1). About 123 million (65.6%) of the reads could be uniquely mapped to the *T. thermophila* reference genome (Table 1). They cover 57 megabases (Mb) of sequence, which represents about 55% of the macronuclear genome. 

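Summed over the 6 libraries, Table 1 lists 123249414 uniquely mapped reads, and 64584083 reads (52.4%) were counted on gene models. If HTSeq counted a pair once, which is not known, this is not a share of reads. The comparison between libraries assumes the same counting in each. The share was 55.4% in G-m, 54.0% and 53.7% in S-3 of mating types VI and V, 53.3% in C-2 and 51.8% in C-8. In S-15 it was 38.3% (95% Wilson confidence interval 38.3% to 38.4%), below all other libraries by far more than the 0.308 percentage points between the S-3 libraries. The 10 gene models with the most reads took 39.8% of the gene model counts in S-15 and between 11.9% and 20.2% in the others.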

The previous estimate, based on the initial set of predicted genes without 5′ and 3′ untranslated regions, was 48.9 Mb [10]. In the remainder of this article, by “mapped reads” we mean “uniquely mapped reads”.

**Table 1:** RNA-seq mapping statistics.

Sample	Reads length (bp)	Reads generated	Base generated	Unique mapped reads
G-m	53	61,625,410	3,266,146,730	35,553,047
S-3 (mating type VI)	75	31,956,872	2,396,765,400	20,044,802
S-3 (mating type V)	100	17,878,254	1,787,825,400	11,166,805
S-15	100	16,509,042	1,650,904,200	11,402,254
C-2	75	32,658,040	2,449,353,000	23,060,144
C-8	100	27,384,596	2,738,459,600	22,022,362
Total	/	188,012,214	14,289,454,330	123,249,414

The samples G-m, S-3, S-15, C-2 and C-8 refer to growth to mid-log cell density (∼3.5×10^5^ cells/ml), 3 hours of starvation, 15 hours of starvation, 2 hours into conjugation and 8 hours into conjugation, respectively.

RNA-seq is a highly accurate technique resulting in high correlation among replicate samples [14], [18]. Indeed we found a very high correlation (R = 0.924) between RNA-seq data obtained from two isogenic strains of *T. thermophila* (Figure 1A), both starved for 3 hours and differing only in mating type (see Methods). These samples are essentially biological replicates and further demonstrate the reproducibility of RNA-seq.

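In the deposited counts, 18735 gene models had at least 1 read in both S-3 libraries. Across these gene models, which are not independent replicates, Pearson's r of log2 RPM between mating types VI and V was 0.914 (95% interval 0.911 to 0.917 from 1000 bootstrap samples of gene models). Spearman's rho was 0.926. The other 14 pairs of libraries had r between 0.527 (G-m with C-8) and 0.767 (S-3 of mating type VI with S-15), with a median of 0.688. Of these, the 4 pairs with reads of the same length lay between 0.592 and 0.767, and the 10 pairs with different read lengths between 0.527 and 0.767. The S-3 libraries themselves differed in read length as well as in mating type. Adding 1 RPM before the logarithm and keeping all gene models moved r most, to 0.959. The paper describes the S-3 samples as isogenic strains that differ in mating type alone, treats them as biological replicates and takes their correlation as a sign of the reproducibility of RNA-seq.

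**Figure D1:**
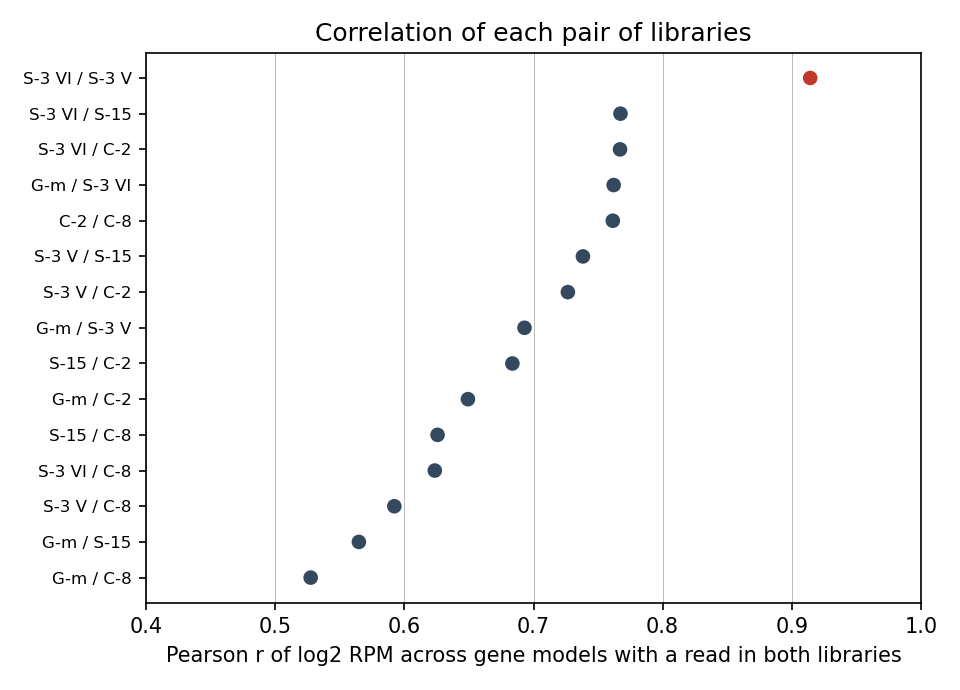
Pearson's r of log2 RPM (horizontal axis, without a unit) for each of the 15 pairs of libraries (vertical axis), across gene models with a read in both. The red point is the S-3 pair at 0.914, and the highest of the other pairs lies at 0.767.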

**Figure 1:**
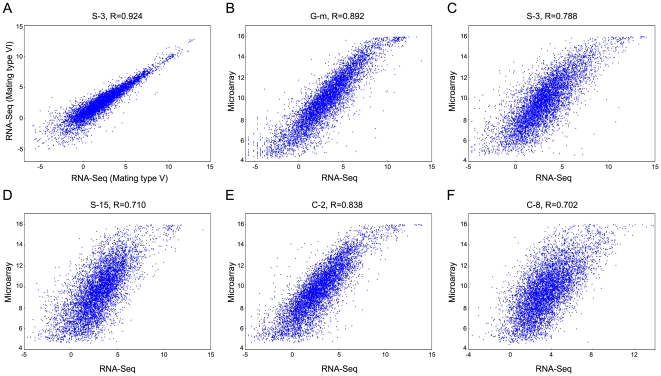
Correlation between RNA-seq and microarray data sets. For RNA-seq, the LOG2 RPKM values were used; for microarrays, LOG2 fluorescence intensity values were used. The states G-m, S-3, S-15, C-2 and C-8 refer to growth to mid-log cell density (∼3.5×10^5^ cells/ml), 3 hours of starvation, 15 hours of starvation, 2 hours into conjugation and 8 hours into conjugation, respectively. Note the sigmoidal shape of the correlation curves, attributed to higher dynamic range of RNA-seq relative to microarrays at both ends of the gene expression range.

Reads from the six combined RNA-seq data sets mapped to 96.1% (23,770 of 24,725) of the previously annotated open reading frames (ORFs) in the genome. 

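Over the 6 libraries together, 23770 of the 24725 gene models (96.1%) had at least 1 read and 955 had none. For 383 of the 23770, the evidence was a single read in a single library. With a minimum of 10 reads summed over the libraries, 21694 gene models (87.7%) were detected, the lowest number under the minimums tried. Reads were found in every library for 17044 gene models.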

Most of the 955 predicted genes not detected by RNA-seq share the following properties in various combinations: they are generally hypothetical genes without conserved domains, less than 100-codons long and showed no detectable gene expression in the microarray study (see more detailed analysis of these unconfirmed genes in Section 1 of Text S1, Table S1 and Table S2). Most of these previously undetected gene models are likely to be previously mispredicted genes, pseudogenes, or genes transcribed only in response to untested physiological conditions.

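All 955 gene models listed in Table S2 had 0 reads in each of the 6 libraries, and no other gene model did. By the lengths given in Table S2, 680 of them (71.2%) were under 100 codons, and their median length was 67 amino acids, with a range from 14 to 1322. The annotation of 934 (97.8%) was a hypothetical protein. For 881 of the 955, Table S2 gives the highest microarray value, and in 741 of these it was at or below the background of 99. The lengths of the detected gene models were not used here.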

Mapped reads were used to assemble a total of 31,116 transcripts, which were related to 20,206 previously annotated gene regions. 26.8% (6,633) of previously predicted gene models were completely confirmed by the RNA-seq data. Approximately 7,300 gene models were found to have mispredictions. These included incorrect intron/exon boundaries, missing or extra introns, and incorrectly split or fused genes. Examples are illustrated in Figure 2. Altogether, over 7,290 predicted gene models were corrected.

**Figure 2:**
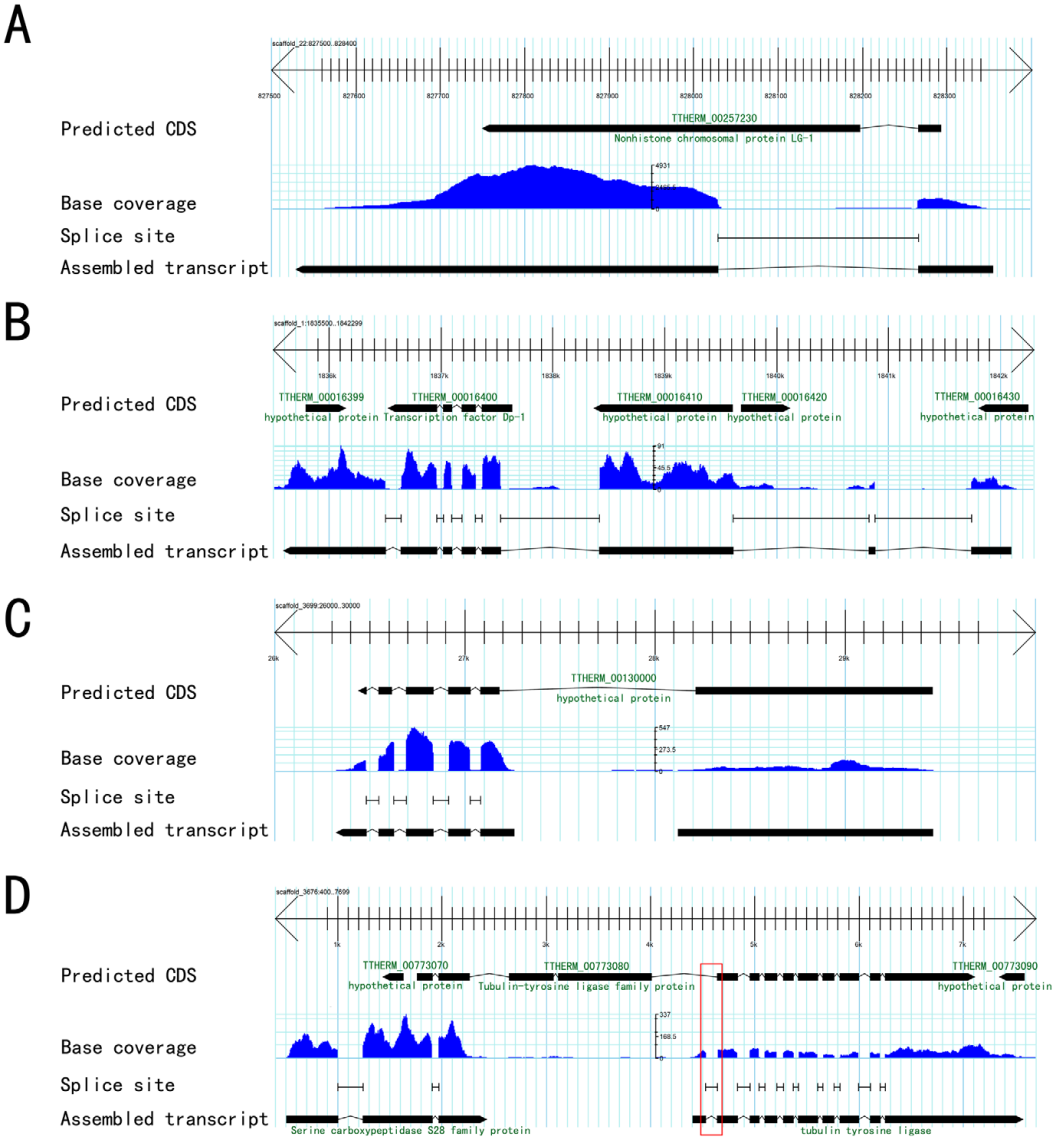
Gbrowse snapshot showing examples of mis-predictions in the current *T. thermophila* genome annotation that were corrected by RNA-seq. A, mis-predicted gene TTHERM_00257230 with incorrect intron boundary; note that original gene annotations did not include UTRs. B, a region previously annotated as containing five predicted genes has only one gene; C, a region previously annotated as one predicted gene (TTHERM_00130000) contains two genes, as further indicated by the coverage discontinuity between the two assembled transcripts strongly argues for two genes. D, a gene prediction with multiple errors, including a mis-predicted splice site (red box), spurious exons and an incorrect gene fusion. There is good functional annotation support for these two transcripts: their top BLASTP matches are to “tubulin tyrosine ligase (E-value: 1e-113)” and “serine carboxypeptidase S28 family protein (E-value: 3e-110)” respectively.

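For the gene models named in Figure 2, counts were made on the uncorrected 2008 models, so the reads of merged or divided genes follow the old borders. The gene model with the wrong intron boundary, TTHERM_00257230, had 28578 reads in G-m (804 RPM), 388 and 363 RPM in S-3 of mating types VI and V, 61.2 RPM in S-15, 52.9 RPM in C-2 and 220 RPM in C-8. The 5 neighbouring models of the region in panel B had unequal numbers of reads over the 6 libraries. TTHERM_00016399 had 207, TTHERM_00016400 had 479, TTHERM_00016410 had 550, TTHERM_00016420 had 19 and TTHERM_00016430 had 68. TTHERM_00130000, the model that holds 2 genes, was highest in C-2 with 90.6 RPM, against 18.3 and 33.0 RPM in S-3 of mating types VI and V and 14.5 RPM in G-m. In panel D, TTHERM_00773080 had 106 reads in C-2, its lowest value in RPM, and 611 reads in C-8 (27.7 RPM), its highest, whereas TTHERM_00773090 had 56 of its reads in S-15, 32 in C-8 and 5 or fewer in each other library.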

Splice sites are reliably identified with the help of reads that span exon-exon junctions. The latest *T. thermophila* genome annotation contains 24,725 protein coding genes with 89,302 predicted splice sites. Among our mapped reads, 2,936,024 non-redundant reads spanned exon-exon junctions, representing 106,937 canonical GT-AG splice sites supported by at least one read.

Detailed comparison shows that only 48.3% (51,652) of RNA-seq predicted splice sites exactly matched those in the 2008 release. Among RNA-seq predicted introns with at least one previously unpredicted splice site, only 49.9% overlapped introns in the latest prediction. Among these, 56.6% shared one (5′ or 3′) splice site. Comparison of introns predicted by RNA-seq and by the 2008 release showed systematic biases. The average length of RNA-seq predicted introns was smaller (135 bp vs. 162 bp) and the introns showed a small (about 2 percentage points) but statistically significant increase in G and C nucleotide abundance (Table S3A). The cause of these differences is not clear, but could be related to the fact that the *ab initio T. thermophila* gene model prediction [1] partially used parameters derived from the Apicomplexan *Plasmodium* to compensate for the short supply of *T. thermophila* ESTs. At the time *Plasmodium* was the closest Alveolate with a genome sequence, but it has a genomic A+T content higher than that of *T. thermophila*.

### Novel transcribed regions

We used our RNA-seq data to search for novel transcribed regions, not predicted by the existing genome annotation. We wished to exclude apparent novel regions which could simply be 5′ or 3′ UTRs fractured from coding region assemblies because of insufficient coverage. Therefore, a novel transcribed region was defined as an assembled transcript which completely matched an intergenic region with a length at least 300 bp, as most of the 5′ and 3′ UTRs are shorter than that (see below). Using this criterion, we identified 1,237 novel transcribed regions, with an average length of 918 bp (Figure 3A). 217 of these turned out to encode proteins predicted in the 2006 release but missing in the 2008 release. The rest, 1056 transcripts, represent totally new transcribed regions. Most of these (∼70%) code for proteins, ∼90% of which are members of multigene families. The remaining 30% may be transcribed fragments which lacked a long recognizable ORF. A more detailed analysis of newly discovered transcribed regions is presented in Section 2 of Text S1 (Table S4 and Table S5).

**Figure 3:**
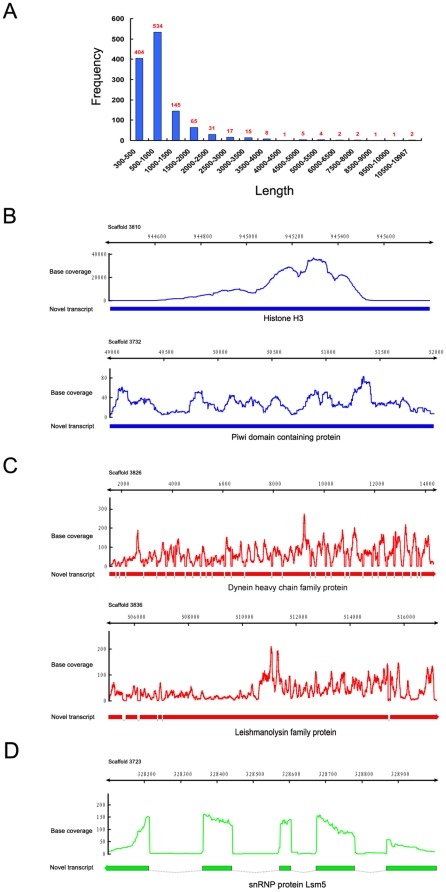
RNA-seq indentified novel transcribed regions in *T. thermophila*. A, Length (bp) distribution of novel transcribed regions; B, two important novel genes, a histone H3 and piwi domain-containing gene; C, the two longest novel transcribed regions; D, a novel transcribed region encode the U6 snRNA associate LSm5 protein. Exons are represented as bars; the arrowhead indicates the direction of transcription. Introns are shown as hatched lines. The direction of transcription is not shown for intron-less transcripts.

### Untranslated region (UTR) predictions

No transcriptome-wide UTR predictions had previously been made in *T. thermophila*. RNA-seq data are very useful for identifying the structural boundaries of genes, as coverage plots tend to taper gradually toward the 5′ and 3′ ends of the 5′ and 3′ UTRs, respectively, whereas they drop abruptly towards zero in intron regions. We investigated possible UTRs using our RNA-seq data. To use only the most credible ORFs, only the 6,633 gene models predicted in the 2008 release and confirmed by our RNA-seq data were inspected. Predicted 5′ and 3′ UTRs of these 6,633 genes covered a total of 0.75 and 1.34 Mb, respectively. These numbers are likely underestimates, as coverage decreases and reads may be missing by chance alone at the outer ends. Nevertheless, if these values are extrapolated to the total number of predicted genes (27,425 genes), UTRs would cover about 13.7% of the transcriptome. Examination of the UTR length distribution revealed that 94% of 5′ UTRs and 83% 3′ UTRs were shorter than 300 bp (Figure S1).

### Gene expression profiling based on RNA-seq

RNA-seq data are reported to highly correlate with microarray data [14], [21], [24]. To compare our RNA-seq data to the single channel Roche NimbleGen microarray data from *T. thermophila* cells at identical physiological/developmental states, we used reads per kilobase of exons per million mapped reads (RPKM) values for each confirmed gene model as a quantitative estimate of expression. Our results showed that the two methods have high Pearson correlation coefficients, ranging from 0.702 to 0.892 (Figure 1B–F), in agreement with previous studies [14], [21]. However, the RNA-seq technique allows more sensitive detection of low expressed genes than the microarray technique, as indicated by the flattened initial portion of the curves in Figure 1B–F. With RNA-seq, expression of only 3.8% of the predicted genes was undetected in all six conditions/time points. This percentage is significantly lower than the 22% of annotated genes whose expression was below the background value in all of the much larger number (20) of conditions/time points analyzed in the single channel microarray experiments [11]. 

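The 955 gene models without a read made up 3.86% of the 24725. Within single libraries the undetected share was larger. At least 1 read was found for 79.6% of the gene models in G-m, 82.0% and 79.0% in S-3 of mating types VI and V, 79.6% in S-15, 84.0% in C-2 and 93.8% in C-8. The S-3 libraries, with 20280 and 19539 detected gene models, differed by 741, and C-8, with 23181, exceeded the next library, C-2, by 2418. A gene model without a read in any library was below the limit that a count of 0 allows in each of them, for uniquely mapped reads. Reads shared by near-identical gene models were left out, so a count of 0 need not come from low expression or depth.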

The flattened upper end of the curve similarly indicates that the RNA-seq method has a larger discriminating power also for very highly expressed genes, whose microarray signal saturates the fluorescence scanner. Thus the RNA-seq measurements show a larger dynamic range than microarrays at both ends of the broad expression level spectrum displayed by *T. thermophila*.

The microarray analysis used the 2006 genome annotation to design the hybridization probes, and was thus highly dependent on the accuracy of the gene models. On the other hand, the RNA-seq data, in addition to measuring gene expression levels, allowed the assembly of transcripts that were used to greatly improve the gene models. We used the RNA-seq corrected gene models to renormalize the microarray expression levels for mispredicted genes, by using only those probes located in the corrected gene models. For example, the 6-introns gene model TTHERM_00218480 spanned about 2.9 Kb in assembled MAC scaffold 3701 (Figure 4A). 

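The deposited counts hold TTHERM_00218480 as the single uncorrected model, so they sum over both of the transcripts that lie within it. This sum was 21.5 RPM in G-m (765 reads), 2.59 and 2.78 RPM in S-3 of mating types VI and V (52 and 31 reads), 7.10 RPM in S-15 (81 reads), 6.42 RPM in C-2 (148 reads) and 149 RPM in C-8 (3278 reads). In edgeR's quasi-likelihood fit, the model was higher in C-8 than in S-3 by a log2 fold change of 5.51 (standard error 0.59). It was also higher in G-m than in S-3, by 3.44 (standard error 0.56). In S-15 the log2 fold change over S-3 was 1.72 (standard error 0.58), and in C-2 it was 1.72 as well (standard error 0.56). This fit used TMM library sizes, which remove a median shift between libraries, whereas the RPM above used the totals of Table 1. Against those totals, TMM moved the median log2 fold change by 0.46 in G-m, 0.33 in S-15, 0.48 in C-2 and -0.26 in C-8. The spread in this fit came from the S-3 pair and was shared across gene models. The standard errors therefore hold no spread of this model's own. The single libraries of the other states were assumed to vary like that pair. Which part of each sum belongs to which transcript was not analysed here.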

The coverage differences between two assembled transcripts showed that this gene was mispredicted and should be separated into two genes with very different expression profiles (Figure 4B). After sorting the microarray probes to the two genes, the re-normalized microarray expression profiles supported the RNA-seq results (Figure 4C).

**Figure 4:**
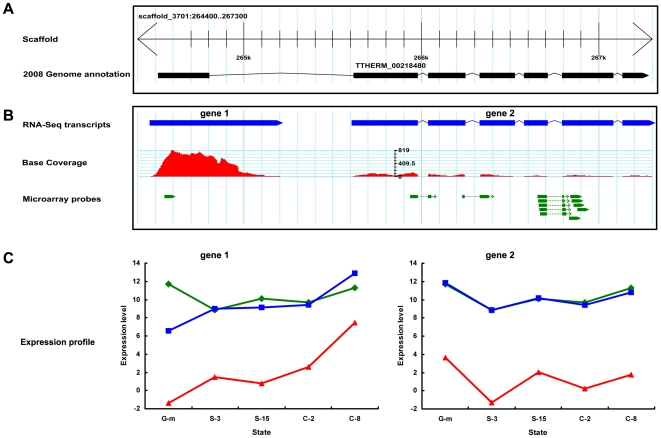
Reassignment of microarray probes and renormalization of microarray expression values using RNA-seq corrected gene models. A, a gene model of *T. thermophila* (TTHERM_00218480) as originally annotated; B, corrected gene models based on RNA-seq data where the green bars indicate microarray probes; C, gene expression profiles, green, microarray expression profile using signals of probes based on the incorrect gene model; blue, renormalized microarray expression profile using signal from probes reflecting the corrected gene model; red, expression profile of RNA-seq using RPKM values. The states G-m, S-3, S-15, C-2 and C-8 refer to growth to mid-log cell density (∼3.5×10^5^ cells/ml), 3 hours of starvation, 15 hours of starvation, 2 hours into conjugation and 8 hours into conjugation, respectively. The expression level was LOG2 transformed.

Growth, starvation, and conjugation are three major physiological and developmental states in *T. thermophila*. We used the RNA-seq data to look for genes with stage specific up-regulation (see methods). By measuring RPKM fold changes, we identified 1,002, 231, and 1,894 genes specifically up-regulated during growth, starvation, and conjugation, respectively. 

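The paper's criteria were applied to the counts with 5 RPM in place of 5 RPKM, a stage's value being the highest of its libraries. By this rule, 684 gene models were specific to growth, 376 to starvation and 1727 to conjugation. Growth rested on the single G-m library, starvation on 3 libraries and conjugation on 2. The starvation number moved most between ways of combining libraries: 197 gene models passed with the mean of the states of a stage and 1 when every library of the stage had to be 5 times every library of the others. Without the S-3 library of mating type V (without S-3 replicate 2), 236 of the 376 remained, and without that of mating type VI, 351. The corresponding numbers with the mean of the states were 975 for growth and 1483 for conjugation. Counting every library separately left 459 for conjugation, below the 684 for growth. With the sum of counts on gene models as the library total, starvation had 671 and growth 663, so their order was reversed. Between the S-3 libraries alone, 227 gene models above 5 RPM differed by 5-fold or more in either direction, and 117 did with TMM library sizes. This compares single libraries and not the highest library of each stage, so it is not the error of the stage numbers. With counts under 3 reads set to 3, the largest growth ratio was that of TTHERM_00245250, with 405 RPM in G-m (14395 reads), 2 reads in C-2, 1 each in C-8 and S-3 of mating type V, and 0 in the other libraries. TTHERM_00695600 followed, with 230 RPM in G-m against 4 reads each in C-2 and C-8. For starvation, TTHERM_00035280 had 139 and 130 RPM in S-3 of mating types VI and V and 1.43 RPM in G-m, but 1 read in S-15; TTHERM_01349970 had 55.2 and 74.0 RPM in S-3 and 3 reads in S-15. For conjugation, TTHERM_01161040 had 20315 RPM in C-2 and 1369 RPM in C-8, against 0 reads in G-m and in S-3 of mating type VI, 17 in S-3 of mating type V and 10 in S-15. These 17 and 10 reads were 0.0564% and 0.0332% of its C-8 reads. The medians over 33 gene models with many reads in C-8 and 0 in G-m were 0.0490% and 0.0346%. Carry-over of reads from C-8 is therefore open for them, and they are uncertain as expression in starvation. TTHERM_00299879 had 5162 RPM in C-2 and 735 RPM in C-8, against 29 reads in G-m. These 6 gene models passed the criteria in each scaling tried and without either S-3 library.

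**Figure D2:**
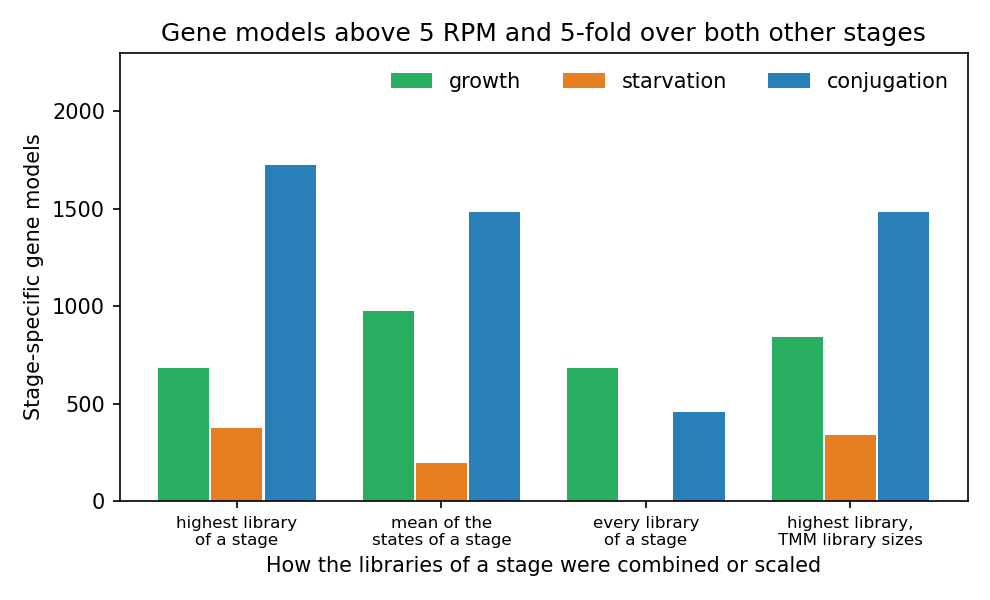
Number of stage-specific gene models (vertical axis) for growth, starvation and conjugation (colours), under 4 ways of combining or scaling the libraries of a stage (horizontal axis). With the highest library of each stage the bars stand at 684, 376 and 1727, and with every library of a stage they stand at 684, 1 and 459.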

The functional annotation of each gene was carried out using gene ontology (GO) biological process information; enrichment analysis [30] was performed for up-regulated genes at each stage. For growth, 25 biological process GO terms are significantly overrepresented; they are primarily involved in small molecule metabolism, amine catabolism, heterocycle biosynthetic process, translation, protein folding and peptidyl-histidine phosphorylation (Figure 5 and Figure S2A). No overrepresented GO terms were found for starvation, as few of the 62 starvation-specific genes could be annotated by GO information. 

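Within starvation, the highest value of the 376 gene models lay in S-3 of mating type VI for 53, in S-3 of mating type V for 195 and in S-15 for 128. Taken library by library, 111 were at least 5-fold over both other stages in S-3 of mating type VI, 230 in S-3 of mating type V and 135 in S-15. A single gene model was so in all 3 libraries. None of the 376 had 0 reads in both growth and conjugation. GO terms were not assigned here.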

For conjugation, 28 biological process GO terms were overrepresented; most are typically related to this stage, such as DNA replication, DNA repair and DNA recombination, cell cycle and chromosome organization (Figure 5 and Figure S2B).

**Figure 5:**
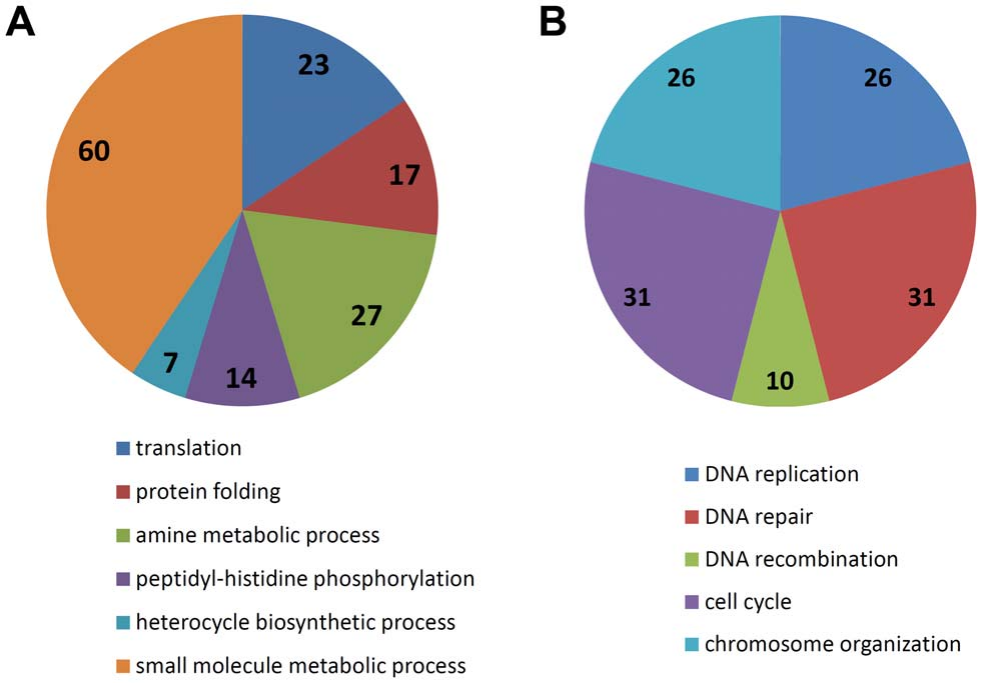
Representative overrepresented functions among genes which are up-regulated during growth and conjugation. A, growth; B, conjugation. Representative gene ontology terms were chosen using the parent-child relationships in Figure S2. The number of genes involved in each function is indicated in each sector. Sector colors in the two charts are unrelated to one another.

### Identification of alternative splicing events

It has been proposed that AS is more prevalent in multicellular than in unicellular eukaryotes [31]. Indeed, less than 5% of genes undergo AS events among unicellular eukaryotes so far investigated (Table 2). Using RNA-seq to detect splice sites, we sought to identify AS events in the unicellular organism *T. thermophila*. Using stringent criteria to detect AS (see methods), 1,286 (5.2%) *T. thermophila* genes generated AS isoforms, among which 105 genes showed at least two AS events. In total, 1,474 AS events were identified. We found all four basic types of AS events [32], illustrated in Figure S3: cassette-exon inclusion or skipping (139 events), alternative 5′ splice-site selection (258 events), alternative 3′ splice-site selection (245 events), and intron retention (IR) (832 events, the majority type). 46 of 50 putative AS events detected by RNA-seq were validated by RT-PCR (data not shown); the four failures are attributed to low expression. The higher frequency of IR (nearly 6 times) relative to cassette-exon inclusion or skipping AS events observed in *Tetrahymena* suggests that *intron* definition is most often used as the mechanism of splice site recognition, rather than *exon* definition, as found in humans [33]. This difference correlates well with *Tetrahymena* introns being generally smaller than exons, while the reverse is true in humans. In *Tetrahymena,* only ten cases of AS had been previously reported in a study using EST data [10]. These consisted of six intron retention, two 5′ splice-site selection and two alternative 3′ splice-site selection events. Each of these AS events was confirmed by our RNA-seq data. Thus, RNA-seq has increased by two orders of magnitude the number of previously known AS events in *T. thermophila*.

**Table 2:** Incidence of AS genes in diverse eukaryotes.

Organism	Evolutionary Group	Total gene number^b^	Total Intron number^c^	Average Introns per genes	AS/Total genes %	AS Method & Reference
*Homo sapiens*	metazoa	20,834	258,085	12.39	95%	RNA-seq [32]
*Mus musculus*	metazoa	23,200	209,066	9.01	45%	EST [56]
*Bos taurus*	metazoa	22,787	190,317	8.35	21%	Bioinformatics [57]
*Danio rerio*	metazoa	26,564	240,336	9.05	17%	EST [58]
*Caenorhabditis elegans*	metazoa	20,183	109,160	5.41	25%	RNA- seq & Microarray [59]
*Drosophila melanogaster*	metazoa	13,776	45,796	3.32	54.20%	RNA-seq [60]
*Oryza sativa*	plant	28,453	129,751	4.56	33%	RNA-seq [20]
*Arabidopsis thaliana*	plant	27,361	120,155	4.39	36.40%	RNA-seq [19]
*Chlamydomonas reinhardtii*	plant (unicellular)	14,416	104,665	7.26	3%	EST [61]
*Aspergillus oryzae*	fungi^a^	12,691	29,473	2.32	8.10%	RNA-seq [62]
*Tuber melanosporum*	fungi	7,496	21,525	2.87	15.4	RNA-seq [63]
*Cryptococcus neoformans*	fungi (unicellular)	6,273	35,122	5.60	4.20%	EST [64]
*Saccharomyces cerevisiae*	fungi (unicellular)	5,882	358	0.06	few cases	Not described [40]
*Phytophthora sojae*	Oomycetes (unicellular)^a^	16,988	34,207	2.01	0.70%	EST [65]
*Dictyostelium discoideum*	Amebozoa (unicellular)	13,289	16,869	1.27	0.10%	Not described [66]
*Plasmodium falciparum*	Apicomplexa (unicellular)	5,331	8,826	1.66	4.50%	RNA-seq [67]
*Paramecium tetraurelia*	Ciliate (unicellular)	40,043	90,574	2.26	0.90%	EST [42]
*Tetrahymena thermophila*	Ciliate (unicellular)	24,725	89,302	3.61	5.20%	RNA-seq, this work

a With hyphal stage in the life cycle.

b Gene number retrieved from the KEGG genome statistics.

c The total intron numbers were determined using the GTF or GFF annotation file of each organism.

The average length (see methods) and other features of AS spliced introns were determined. Introns involved in cassette-exon inclusion or skipping showed the largest average length (279 bp), followed by those involved in alternative 3′ splice-site selection (208 bp), alternative 5′ splice-site selection (188 bp), and intron retention (80 bp). It is not yet clear what factors are major determinants of this length distribution. For example, weak vs. robust splice sites have not yet been identified in *Tetrahymena*. Indeed this work provides the first extensive evidence-based database of splice sites and AS events required for an experimental investigation of these questions in a model organism excellently suited for this purpose. Every type of AS event generated transcripts containing in-frame premature termination codons (PTCs) with frequencies that varied between 25% and 33% among the four types of AS events. In-frame PTCs may serve a posttranscriptional regulatory function through the nonsense-mediated mRNA decay (NMD) pathway (see Discussion section). In addition, a very slight but statistically significant difference in base composition was detected between AS and all introns (Table S3B), whose basis is not clear.

Unlike the first three listed classes of AS events, the intron retention (IR) class could be relatively non-specific, due, for example, to weak cis-acting motifs required for splicing or to a limited availability of splicing machinery. To probe this issue, we investigated the frequency and distribution of IR splicing events among genes encoding at least two introns. To make sure the data was reliable, we focused on the genes predicted in the 2008 release that were confirmed by this RNA-seq study without misprediction of splice sites. Cases in which all introns were retained in these transcripts are extremely rare. 2,698 genes encoding at least 2 introns and splice sites confirmed by RNA-seq data, every intron was retained in just one case (Table 3, columns D). Regardless of the number of encoded introns, at most one intron was retained in the vast majority of cases (Table 3, Columns D). Almost always, it was the same limited fraction of the introns that was retained (Table 3, columns E), suggesting that also intron retention in most cases is an AS class programmed by the transcript sequence.

**Table 3:** Distribution and specificity of intron retention type of AS events among genes encoding at least two introns.

A. Number of introns in the gene	B. Number of genes	C. Number of IR genes	D. Number of IR introns excised			E. Frequency of the most commonly retained intron^b^	
			None	1	2 to (n-1)^a^	Growth & Starvation	Conjugation
2	781	22	1	21	NA	0.93	0.89
3	499	15	0	15	0	0.91	0.93
4	388	22	0	19	3	0.92	0.9
5	322	19	0	18	1	0.92	0.89
6	233	9	0	9	0	0.91	0.86
7	175	14	0	10	4	0.87	0.93
8	116	9	0	7	2	0.92	0.9
>8	184	16	0	15	1	0.85	0.79
Total	2698	126	1	114	11	0.90^c^	0.89^c^

a One less than the maximum number of encoded introns.

b Calculated as the number of reads indicating retention of the most commonly retained intron divided by the number of reads indicating retention of *any* intron.

c Weighted averages. Paired t-test shows no significant difference (paired t-test is not statistically significant, P value = 0.251>0.05).

NA: not applicable.

When we compared AS events during the different physiological and developmental conditions of growth, starvation and conjugation, we found 172 genes showing stage-specific AS events, meaning that the AS event occurred in only one of the three stages. Most of the stage-specific AS genes were conjugation-specific and IR was the majority class of AS events (Table S6). Only the frequency, not the basic features, of these conjugation-specific IR events appears to be programmed (Table 3, columns E). Thus, they likely reflect physiologically significant stage-specific regulation and not a random consequence splicing machinery weakness or a contribution of massive non-coding transcription that occurs during conjugation in *Tetrahymena* (see Discussion section).

Among the conjugation specific AS genes, protein kinases comprised a major class, with ten protein kinase domain-containing genes undergoing conjugation-specific AS (Table S6). Some of these protein kinases are associated with cell proliferation and cell cycle events, such as the mitogen-activated protein kinase (MAPK) genes and cyclin-dependent kinase 2 (CDK2). In *T. thermophila*, homologs of MAPK gene (TTHERM_00660130) and CDK2 gene (TTHERM_01080590) were both found to undergo AS in conjugation (Table S6). In addition, a potential homolog of human cyclin A (TTHERM_00693080, BlastP E-value: 1e-22) also showed conjugation specific AS (Table S6). These results suggested that AS of these genes may have important functions in conjugation. MAPK genes play important roles in mammalian cell proliferation and differentiation [34]; AS isoforms of MAPK genes show different tissue distribution and distinct physiological responses in humans and plants [35], [36]. CDK2 gene has been reported to be essential in the meiotic cell cycle [37], and was able to form a complex with cyclin A. A CDK2 AS transcript variant has also been found in humans [38], although its function is not clear. Other than the protein kinases, we did not find conjugation-specific AS genes focused on a special pathway, function category or gene family.

## Discussion

This study describes the first deep sequencing analysis of the transcriptome of the ciliated protozoan *Tetrahymena thermophila*, carried out at three major stages of the life cycle: exponential growth, starvation and conjugation. These results provide a fully comprehensive view of the global transcriptome of *T. thermophila*, reveal a previously unsuspected level of alternative splicing, and significantly improve the genome annotation.

### Dynamic ranges of RNA-seq and *Tetrahymena* gene expression

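Between the S-3 libraries, the spread of the log2 ratio of RPM was larger at low numbers of reads and fell no further above 1000 reads. Its SD was 1.42 for the 6842 gene models with 10 to 99 reads summed over both libraries and at least 1 in each, 0.78 for the 8430 with 100 or more but under 1000, 0.57 for the 1757 with 1000 or more but under 10000 and 0.59 for the 243 with 10000 or more. Dividing the same reads at random between the libraries gave SDs of 0.59, 0.21, 0.07 and 0.02, so counting accounted for part of the spread at low counts and little of it at high counts. Of 9698 gene models above 5 RPM in either library, 227 (2.34%) differed by 5-fold or more, 187 of them higher and 40 lower in mating type V. With TMM library sizes, which remove a median shift between libraries, 117 differed, 55 higher and 62 lower. With the sum of counts on gene models as the total, 417 did, 358 higher and 59 lower. This total hardly changes the ratio between the S-3 libraries, but it raises RPM in both, so 12417 gene models passed 5 RPM. With counts under 3 set to 3 reads, the largest difference downward in mating type V among gene models with at least 100 reads was TTHERM_00377400, with 906 reads in mating type VI and 4 in mating type V, followed by TTHERM_00506910 with 457 and 2. The largest upward were TTHERM_01507110, with 0 reads in mating type VI and 271 in mating type V (at least 162-fold higher), and TTHERM_00125280, with 0 and 183. TTHERM_00125280 was the gene model with the most reads in C-8, and its reads in S-3 of mating type V were 0.0440% of its C-8 reads, against a median of 0.0490% over the 33 gene models with at least 10000 reads in C-8 and 0 in G-m, so its difference within the S-3 pair is uncertain.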

Gene expression data for the two biological duplicate samples showed a very high correlation with one another (R coefficient = 0.924; Fig. 1A), validating the reproducibility of RNA-seq measurements in *Tetrahymena*. Figure 1 also displays the great dynamic range, covering over nearly a million-fold, of RNA-seq measurements. This range brings out the remarkably broad range of gene expression, nearly six orders of magnitude (Figure 1), that this single cell can orchestrate.

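In RPM, the highest value of any library was 85261 for TTHERM_00655890 in S-15, from 972164 reads, and the lowest above 0 was 0.0281, a single read in G-m. Their ratio was 3031280, or 6.48 orders of magnitude over the 6 libraries. Within single libraries the range was 5.95 orders of magnitude in G-m, 5.51 and 5.03 in S-3 of mating types VI and V, 5.99 in S-15, 5.69 in C-2 and 5.62 in C-8. The lower end of each range is set by 1 read and so by the depth of the library. With gene models of at least 10 reads the range over all libraries was 5.48 orders of magnitude, and with the extreme 0.1% of values at each end left aside it was 4.86.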

A high correlation between RNA-seq and microarray data has been reported in earlier studies [14], [21]. In the case of *Tetrahymena*, RNA-seq shows a greater dynamic range relative to the microarray study of Miao et al. 2009. The difference, graphically displayed by the sigmoid shape of the correlation curves in Figure 1 reflects both greater sensitivity of detection of low gene expression levels as well as greater ability to resolve very high levels of gene expression. These deviations from linearity of the measurement comparison plots contributed to the lower, though still respectable (0.702–0.892), correlation coefficients determined from the data shown in Figure 1.

The high sensitivity of RNA-seq has decreased the number of *T. thermophila* predicted genes not yet confirmed as being expressible – and therefore real – from 22% in the microarray study to 3.8%, even though a much smaller sample of time points was sampled for the same conditions in this RNA-seq study. 

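With the counts of each library thinned at random to an expected 4370009 reads on gene models, the total of S-15, C-8 still had a read for 22387 gene models, against 19669 in S-15, the next highest, and 17823 in G-m, the lowest. Reads in C-8 alone were found for 1088 gene models, with a median of 4 reads, and 223 of these rested on 1 read. The other libraries each added between 37 (S-15) and 75 (C-2) gene models that no other library had. Without C-8, the remaining 5 libraries detected 22682 gene models (91.7%); without any other library, between 23695 and 23733 were detected.

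**Figure D3:**
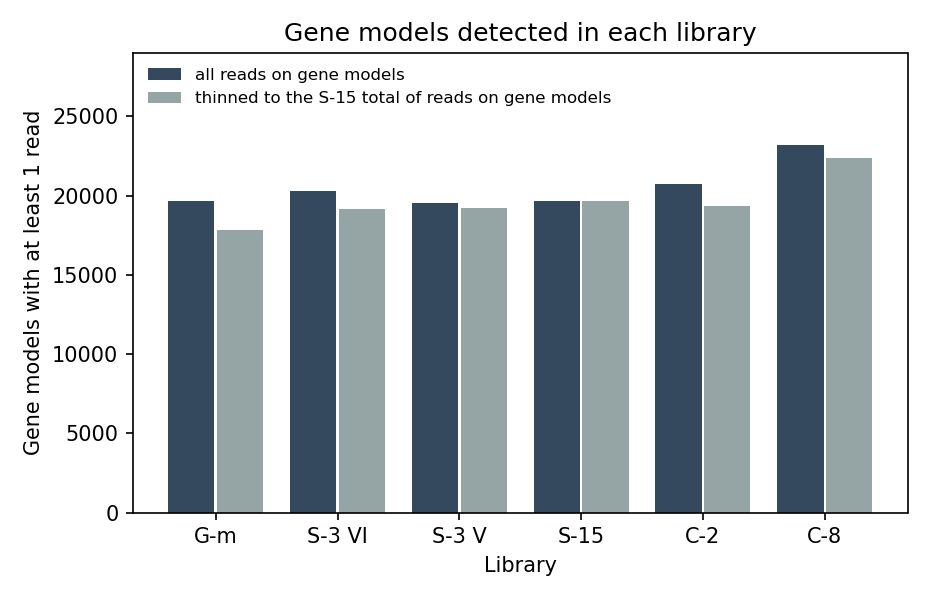
Number of gene models with at least 1 read (vertical axis) in each of the 6 libraries (horizontal axis), from all reads on gene models (dark bars) and after thinning to the total of S-15 (light bars). C-8 stands highest in both, at 23181 and 22387.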

The percentage may be reduced even further when other conditions are tested, including various stress conditions repeatedly encountered in the natural environment (e.g., heat, hypoxia, heavy metal contamination). Ciliates are free-living unicellular eukaryotes that have surprisingly high numbers of genes (Table 2). Our results mean that the number of real genes in *T. thermophila* is comparable to that in humans and other mammals.

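A test of single gene models was added to the fold criterion, with the 6 libraries in 5 states and 1 residual degree of freedom from the S-3 pair. At an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4790 of 20705 gene models differed between G-m and S-3, 3298 between S-15 and S-3, 4069 between C-2 and S-3 and 7185 between C-8 and S-3. Higher than in S-3 were 2670 (55.7%) in G-m, 1469 (44.5%) in S-15, 2602 (63.9%) in C-2 and 4123 (57.4%) in C-8. Against the totals of Table 1, TMM moved the median log2 fold change over S-3 by 0.46 in G-m, 0.33 in S-15, 0.48 in C-2 and -0.26 in C-8. With those totals in place of TMM, the shares that were higher became 42.2%, 26.1%, 46.5% and 66.4%. DESeq2 called fewer gene models, 2907, 1585, 2186 and 4368, of which 59.2%, 31.4%, 73.5% and 52.3% were higher. The biological coefficient of variation that edgeR estimated was 39.5%, which includes the difference in mating type and read length within the S-3 pair. In edgeR the spread was shared across gene models, so its calls do not rest on a spread of each gene model's own.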

Using RPKM fold changes, genes specifically up-regulated during *T. thermophila* growth, starvation, and conjugation were identified; they showed distinct abundance and functions. 

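Of the 1727 conjugation-specific gene models, 1323 (76.6%) had their highest RPM in C-8 and 404 (23.4%) in C-2. Both conjugation libraries were at least 5-fold over the other stages for 459. The median RPM of the 1727 was 40.6 in C-8 and 8.24 in C-2, and 81 of them had 0 reads in C-2. Against starvation alone, 2028 gene models were 5-fold higher in conjugation over all libraries, 1790 within the libraries of 100 bp reads (C-8 against S-3 of mating type V and S-15) and 1221 within those of 75 bp reads (C-2 against S-3 of mating type VI). In the opposite direction, 1007 were 5-fold higher in starvation over all libraries, 1874 within those of 100 bp reads and 750 within those of 75 bp reads, so within 100 bp reads the higher number was that of starvation.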

Conjugation had the highest number of up-regulated genes, enriched in those involved in DNA− or nucleus-related biological processes. In contrast, growth has about half number of specifically up-regulated genes compared to conjugation, with an overrepresentation of genes involved in metabolic and catabolic processes. 

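The ratio of the number of growth-specific to the number of conjugation-specific gene models was 39.6% with the highest library per stage. This ratio was 65.7% with the mean of the states, 56.8% with TMM library sizes, 57.9% with DESeq2 size factors and 36.1% with the sum of counts as the total. Requiring every library of a stage brought it to 149%, since conjugation then had to pass in 2 libraries and growth in 1. Of the 684 growth-specific gene models, 1 had 0 reads in all starvation and conjugation libraries, against 40 of the conjugation-specific ones without a read in growth or starvation. No growth library of 75 bp or 100 bp reads was analysed here, so the growth number has no value within a read length.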

While clearly MIC and MAC DNA replication are very active during growth, the overrepresentation of DNA− and nucleus-related processes during conjugation may be related to the much greater complexity and nuclear selectivity of events that occur during this life cycle stage. Conjugation includes three whole-genome sequence comparisons (meiosis and scanning the parental and new MAC genomes for IES sequence), several waves of DNA replication and nuclear division (meiosis and two waves of mitotic division to generate gamete pronuclei and the MAC and MIC anlagen), a wave of meiotic recombination and several types of nuclear differentiation (migratory vs. stationary gamete pronuclei and new MICs vs. MACs), a wave of MAC genome rearrangement in which ∼1/3 of the MIC-derived DNA is excised and destroyed, and the apoptotic destruction of the parental MAC [39].

### Improving *Tetrahymena* gene structural annotation

*De novo* gene annotation is almost exclusively dependent on gene prediction computer programs that detect protein coding regions. However, the lack of extensive *T. thermophila* cDNA libraries or a large EST database limited the quality of the original genome annotation. Our RNA-seq data were used to discover and assemble RNA transcripts from more than 96% of previously predicted genes. In addition, more than 1,000 novel transcribed regions were identified that had been missed by the original de novo gene prediction. Furthermore, because assembled transcripts also yielded comprehensive data on 5′ and 3′ UTRs, our results provide the first estimate of the *T. thermophila* transcriptome size, which at a minimum comprises about 55% of the ∼104 Mb macronuclear genome.

Another major contribution of this RNA-seq study has been to correct the structural annotation for thousands of gene models in *T. thermophila*. While the vast majority of approximately 25,000 *Tetrahymena* genes were originally identified, an important weakness was the incorrect prediction of splice sites. Only 26.8% of the de novo identified gene models were completely confirmed by our RNA-seq data, and more than 50% of the predicted RNA-seq splice sites were inconsistent with those of previous genome annotations. Altogether, over 7,290 predicted gene models were corrected. These corrections allowed us to reassign microarray probes to corrected genes, thus permitting the renormalization and revitalization of the earlier microarray data, which had analyzed a more extensive number of time points for the same physiological/developmental states.

### Alternative splicing is much more frequent in *Tetrahymena* than previously thought

Alternative splicing is an important mechanism for enhancement of transcriptome and proteome diversity. In metazoa and plants, generally more than 30% of genes show AS (Table 2). A major value of RNA-seq is that it provides a cost-effective, genome-wide means to discover alternatively-splicing. Our study identified 1,474 AS events in *T. thermophila*, distributed over 5.2% of *Tetrahymena* genes. This AS percentage represents a two order of magnitude increase over previous EST-based estimates of AS in *Tetrahymena* [10]. This percentage is likely still an underestimate, as stringent detection criteria were used, and rare AS isoforms or isoforms of poorly expressed genes may have been missed due to sequence coverage limitation.

To our knowledge, *Tetrahymena* has the highest number and percentage of genes showing AS reported in a unicellular eukaryote (Table 2). Although higher, the percentages are comparable to those shown in some unicellular eukaryotes, e.g., *Plasmodium*, *Chlamydomonas*, *Cryptococcus*; In other unicellular eukaryotes (e.g. *S. cerevisiae* and *Paramecium tetraurelia*), the occurrence of AS has been severely reduced by an order of magnitude relative to *Tetrahymena*. In *S. cerevisiae*, more than 95% of genes are intronless, and few cases of AS were identified [40]; only one case of AS was found in another yeast, *Candida albicans* [41]. In the ciliate *Paramecium tetraurelia* 0.9% of the genes show AS [42]. Other than the higher incidence of AS in metazoa, Table 2 fails to show any meaningful correlations between AS gene fraction and either phylogenetic relationship or the average number of introns per gene, with the caveat that different methods and stringencies of AS detection were used in different studies. Many surprises undoubtedly lie in store as the enormous diversity of unicellular eukaryote transcriptomes are increasingly being explored by RNA-seq.

A specific source of concern about the IR class of AS events was that it could be spuriously enriched for unprocessed non-coding transcripts. Among the three stages of the life cycle, conjugating cells show the absolute majority of IR events and the absolute majority of stage-specific IR events (Table S6). Coincidentally, during conjugation (but not growth or starvation) in *Tetrahymena* cells there is massive, genome-wide promiscuous transcription of non-coding (NC) RNAs at three different stages [43]. These NC transcripts are likely to contain internal adenosine tracts (polyA), which are very common in the highly A+T-rich (85–90%) intergenic or intron regions of *Tetrahymena*. A fraction of those NC transcripts thus could theoretically have been captured by polyT beads during mRNA purification for cDNA sequencing library construction. If such non-coding transcripts fail to undergo splicing they would result in spurious cases of AS by intron retention.

Although we have found no reports about whether or not such non-coding transcripts undergo splicing events, there are reasons to suggest that they likely do not. They function to convey and interpret information related to the accurate identification and somatic excision of non-coding DNA sequence; thus their genomic-sequence-dependent function could be compromised if the transcripts were spliced. Furthermore, if they were subject to splicing, the waves of non-coding transcription are so massive that the splicing machinery might be overwhelmed; if so, a random selection of introns could miss being excised or certain transcripts could escape splicing altogether. Our analyses of frequency and distribution of IR events (Table 3, columns D) show an extremely low fraction of IR events that could be attributed to transcripts that are immune to splicing or that undergo random IR events. Furthermore, no significant decrease in the specificity with which IR occurs was observed in conjugating cells (Table 3, columns E) in comparison to growth and starved cells, when no massive non-coding transcription occurs. Thus it seems most likely that NC transcripts make at most a negligible contribution of spurious events to the IR class of AS events and that the vast majority of apparent IR events are indeed real, programmed events occurring in legitimate gene transcripts. These considerations apply equally well to the conjugation-specific IR cases of AS events that we report in the Results section.

### What functional significance could AS have in the Tetrahymena unicell?

Cell differentiation in multicellular eukaryotes creates different and sometimes conflicting demands in level of gene expression in different cell types. This has demanded the evolution of families of proteins that are closely related but may have slightly different function and may be differently regulated. The combinatorial potential of AS may have been able to provide a more rapidly attainable and less costly way to generate what are in effect closely related paralogs capable of satisfying those demands.

The above considerations are applicable to the subcellular level of a complex unicellular organism, as diversification of gene function is also observed within unicells and undoubtedly preceded the evolution of multicellularity. For example, this study has shown that the gene TTHERM_00558310, a heavy chain subunit of non-axonemal dynein complex 2 (DYH2), undergoes alternative 5′ splice-site selection and intron retention types of alternative splicing. This gene is not only required for the maintenance of the cortical microtubule cytoskeleton [44], but also important in the regulation of ciliary length [45]. Our discovery of 172 stage-specific AS genes (especially the 130 conjugation-specific cases) in *Tetrahymena* raises the possibility that AS isoforms have, in some cases, evolved to carry out distinct but related functions. The widespread occurrence of AS in *Tetrahymena* uncovered by this study thus provides an alternative way to explain the functional differentiation of many gene products. In principle, this alternative is readily testable in *T. thermophila* where DNA-mediated transformation occurs by exact homologous recombination [46] allowing replacement of a wild type gene by an engineered, AS isoform-specific version of the gene.

Additionally, in a variety of eukaryotes, AS, in combination with the degradation of AS isoforms containing in-frame premature stop codons (nonsense-mediated mRNA decay) [47], plays an essential role in a posttranscriptional mechanism of gene regulation. We have documented the occurrence of this AS-enabled mechanism, known as “regulated unproductive splicing and translation” (RUST), in *T. thermophila* (Xiong et al, under review).

There are many aspects of the AS mechanism that remain unanswered, including its possible relationship to RNAi and epigenetics [48]. *Tetrahymena* has been an excellent model organism for the study of RNA biology. Examples are the co-discovery of catalytic RNA [4], of telomerase RNA as the template for telomere elongation [3], the role of RNAi in programmed genome rearrangement [6], and the vast abundance and diversity of Argonaute protein-RNAi species used in a single cell [49]. *Tetrahymena* may well be an excellent model organism in which to investigate the mechanisms involved in alternative splicing of eukaryotes.

### Conclusions

This study described the first deep RNA sequencing analysis of the *T. thermophila* transcriptome at the three major stages of its life cycle. It significantly improved the *T. thermophila* gene annotation and provided comprehensive understanding of its global transcriptome. Significantly, our study identified 1,474 AS events distributed over 5.2% of *T. thermophila* genes. This percentage represents a two order of magnitude increase over previous EST-based estimates and, to our knowledge, the highest percentage of genes showing AS reported in a unicellular eukaryote. *Tetrahymena* thus becomes an excellent model organism in which to investigate the mechanisms involved in alternative splicing of eukaryotes.

## Methods

### Cells, Cell culture and RNA samples preparation

Two cell lines of *Tetrahymena thermophila*, SB4217 and SB4220 (mating types V and VI respectively) have inbred strain B genetic background, as does the cell line SB210 (also mating type VI) which was used for the MAC genome sequencing and for earlier analyses of gene expression profiling by microarrays. All these strains are available at *Tetrahymena* Stock Center (http://tetrahymena.vet.cornell.edu/index.php)

Cell culture, starvation and mating conditions as well as total RNA extraction conditions were as in the previous microarray analysis (http://tged.ihb.ac.cn/sample.aspx in TGED, [50]). For growth condition, mating type VI cells were cultured in 1XSPP at 30°C and 150 rpm shaking, mid-log exponential growth cells (∼350K cells/ml) were harvested; For starvation, mating type V and VI cells were separately starved at 200 K cells/ml in 10 mM Tris without shaking, Samples were collected at 3 (mating type V and VI) and 15 (only mating type VI) hours after starvation. For conjugation, mating type V and VI cells that had been starved for 18 hours were resuspended in 10 mM Tris (pH 7.5) at 200 K cells/ml, mixed in equal volumes, and samples were collected at 2 and 8 hours after mixing. Total RNA was extracted using the RNeasy Protect Cell Mini Kit (Qiagen, Valencia, CA) according to protocol in TGED. Total RNA concentrations were determined using the e-Spect ES-2 spectrophotometer (MALCOM, Japan) and RNA integrity was verified using gel electrophoresis in denaturing 1.2% Agarose.

### Library preparation and sequencing

Poly-A mRNAs were isolated using Dynal magnetic beads (Invitrogen) and fragmented by heating at 94°C. First strand cDNAs were synthesized with reverse transcriptase and random hexamer primers, and then the second strands were synthesized with DNA polymerase and random hexamer primers. Double strand cDNAs were end-repaired and a single adenosine moiety was added. Illumina adapters were ligated and gel-electrophoresis was used to select DNA fragments between 200–250 bp in size. All the enzymes used above are included in the kit from Illumina (Cat. No. RS-100-0801). Libraries were PCR-amplified using Phusion polymerase. Sequencing libraries were denatured with sodium hydroxide and diluted in hybridization buffer for loading onto a single lane of an Illumina GA flow cell. Cluster formation, primer hybridization and pair-end sequencing were performed using proprietary reagents according to manufacturer-recommended protocols (https://icom.illumina.com/).

A total of six RNA samples at five time points of *T. thermophila* life cycle were sequenced, including mid-log exponential growth (∼3.5×10^5^ cells/ml, referred to as G-m) mating type VI cells, starvation for 3 hours (referred to as S-3) of separate mating type V and VI cells, starvation for 15 hours (referred to as S-15) of mating type VI cells, conjugating cells at 2 hours (referred to as C-2) and conjugating cells at 8 hours (referred to as C-8) after mixing cells of mating type V and VI.

### Data processing

Sequence image analysis was performed using the Firecrest, Bustard and GERALD programs (Illumina). Low quality bases (Q<5) at the ends of the reads were trimmed. The current release of the *T. thermophila* reference macronuclear genome consists of 1148 scaffolds [10] (ftp://ftp.tigr.org/pub/data/Eukaryotic_Projects/t_thermophila/annotation_dbs/final_release_oct2008/). The TopHat program [51] (version 1.1.4, parameters: -i 10, -I 10000, –coverage-search, –microexon-search, -m 2) was used to map the sequenced reads to the reference genome and to find those that spanned exon-exon junctions. The NUCmer program (parameters: -c 25, -l 15, -g 10000) in the MUMmer 3.0 package [52] and a custom script were used to find reads that failed to map in the previous step and that possibly spanned two or more exon-exon junctions. At least 8 bp were required to match on either side of the junction. Mapped reads were allowed up to two mismatches and only canonical 5′ GT and 3′ AG terminal intron dinucleotides were accepted for reads that spanned exon-exon junctions. Transcripts were assembled using the Cufflinks software (version 0.9.2, parameters: -I 10000, –min-intron-length 10) [23], and were compared to the predicted gene models using cuffcompare software [23] and custom scripts. Putative ORFs of assembled transcripts were found using the GetOrf program in the EMBOSS package [53]. The RNA-seq data used in this study have been deposited in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession no. GSE27971 including GSM692081, GSM692082, GSM692083, GSM692084, GSM692085 and GSM692086. Corrected gene models will be made public through a *Tetrahymena* Functional Genomics Database (TetraFGD) (http://tfgd.ihb.ac.cn/).

### Gene expression analysis

For RNA-seq data, the gene expression level was measured as the numbers of reads per kilobase of exon region in a gene per million mapped reads (RPKM) [17]. The number of reads mapped to each transcript was determined using the HTSeq software (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html). For comparison to the microarray data, the RPKM values for each confirmed gene model were used. The microarray data and probe information were retrieved from the TGED website and the Gene Expression Omnibus (GEO) database. The Pearson correlation coefficients were calculated using SPSS software (version 13). Microarray expression levels were re-normalized using the median value of the normalized expression value for probes located in the corrected gene models. To identify genes that were up-regulated at one stage relative to another, two criteria had to be met. 1) the maximum RPKM expression level had to be greater than 5, and 2) there had to be at least a five-fold change between the expression levels of the each two stages comparison.

### Function enrichment analysis

Function categories of genes were annotated using the gene ontology (GO) information. All genes in *T. thermophila* were first aligned by BlastP to NCBI non redundant database, and then Blast2GO [54] was used to annotate the sequences with GO terms. For each gene set, GO enrichment analysis was also carried out using BinGO [55]. Bonferroni correction was used to control the false positive rate. If a GO term in a test gene set showed a corrected p value less than 0.01 compared with the reference set (all the GO annotated genes in *T. thermophila*), the GO term (function) was determined to be significantly overrepresented in test gene set.

### Alternative splicing detection

Canonical GT-AG splice sites were used to identify sites with alternative splicing. We classified alternative splicing events into four basic types: cassette-exon inclusion or skipping, alternative 5′ splice-site selection, alternative 3′ splice-site selection and intron retention. Stringent criteria were used for identifying alternative splicing events. For intron retention, we required that the retained region have at least ten-fold base coverage for each nucleotide position. Every accepted exon-exon junction had to be supported by at least two non-redundant reads spanning the junction.

### Measurement of average AS intron length

The average length of AS intron isoforms in a given gene was calculated as follows for each AS type: average of the two AS introns lengths for 5′ and 3′ selection AS, average of the three introns lengths for exon-skipping AS and simply the intron length for intron retention AS.

## Supporting Information

Figure S1 **The length distribution of the UTR of confirmed gene models.** Number of genes with UTRs of the indicated length vs UTR length (bp). Red, 5′ UTR; Green, 3′ UTR.
(TIF) Click here for additional data file.

Figure S2 **Overrepresented functions among genes which are up-regulated during growth and conjugation.** A, growth; B, conjugation. Each circle represents a GO term, arrows indicate pairs of GO terms with a parent-child relationship. Colored circles are statistically significantly overrepresented GO terms (functions); the deeper of the color, the smaller the corrected p-value (more significant).
(TIF) Click here for additional data file.

Figure S3 **Four basic types of alternative splicing in** ***T. thermophila*** **.** A, cassette-exon inclusion or skipping; B, alternative 5′ splice-site selection; C, alternative 3′ splice-site selection; D, intron retention. Only reads supporting alternative splices are schematically shown.
(TIF) Click here for additional data file.

Table S1 **Classification of 955 previously annotated genes that failed to be detected by RNA-seq.**
(DOC) Click here for additional data file.

Table S2 **955 previously annotated genes that failed to be confirmed by RNA-seq.**
(DOC) Click here for additional data file.

Table S3 **Comparisons of intron base compositions.**
(DOC) Click here for additional data file.

Table S4 **217 novel transcribed regions annotated in previous genome annotation but lost in current genome annotation.**
(DOC) Click here for additional data file.

Table S5 **The 745 novel transcribed regions giving blast hits with expected values less than 1e-3.**
(DOC) Click here for additional data file.

Table S6 **Genes with state-specific alternative splicing.**
(DOC) Click here for additional data file.

Text S1 **Additional materials for novel and missing genes in the RNA-seq data.** Section 1: 955 genes in the 2008 prediction that RNA-seq failed to detect; Section 2: 1237 novel transcribed regions identified by RNA-seq.
(DOC) Click here for additional data file.

# Supplementary material for: Transcriptome Analysis of the Model Protozoan, Tetrahymena thermophila, Using Deep RNA Sequencing
**Source:** PLoS One. 2012 Feb 7;7(2):e30630. doi: 10.1371/journal.pone.0030630
**Supplement:** Table S1 — Classification of 955 previously annotated genes that failed to be detected by RNA-seq.

**Table S1. Classification of 955 previously annotated genes that failed to be detected by RNA-seq.**

| **Class** | **Description** | **No of gene models** |
| --- | --- | --- |
| 1 | Microarray gene expression exceeded background level | 140* |
| 2 | Microarray gene expression below background level but gene model gave Blast hits to genes in other organisms | 60** |
| 3 | Microarray gene expression below background level and gene model gave no blast hits to other organisms | 684*** |
| 4 | Gene models without designed microarray probes | 71**** |

* 80 gene models had expression levels > 4X background level. Five gene models had expression levels > 400X background level.

** 38 gene models gave non-*Tetrahymena* blast hits with expected value ranging from 1E-05 to 4E-88.

*** 4 of these gene models had Pfam matches.

**** Mainly too small to give unique, acceptable probes.

# Supplementary material for: Transcriptome Analysis of the Model Protozoan, Tetrahymena thermophila, Using Deep RNA Sequencing
**Source:** PLoS One. 2012 Feb 7;7(2):e30630. doi: 10.1371/journal.pone.0030630
**Supplement:** Table S2 — 955 previously annotated genes that failed to be confirmed by RNA-seq.

**Table S2. 955 previously annotated genes that failed to be confirmed by RNA-seq.**

NA: Not Available

# Supplementary material for: Transcriptome Analysis of the Model Protozoan, Tetrahymena thermophila, Using Deep RNA Sequencing
**Source:** PLoS One. 2012 Feb 7;7(2):e30630. doi: 10.1371/journal.pone.0030630
**Supplement:** Table S3 — Comparisons of intron base compositions.

**Table S3. Comparisons of intron base compositions.**

**A. Comparison of base compositions of introns as predicted by RNA-seq and in the latest gene predictions.**

| **Introns** | **Base A** | **Base T** | **Base C** | **Base G** |
| --- | --- | --- | --- | --- |
| All predicted introns | 0.4189 | 0.4177 | 0.0816 | 0.0818 |
| All RNA-Seq identified introns | 0.3955 | 0.3992 | 0.1019 | 0.1034 |

The base composition differences for the two types of introns are significant as determined by chi-square test (P < 0.01)

B. Comparison of base composition of RNA-seq predicted AS introns and all introns.

| **AS type** | **Base A** | **Base T** | **Base C** | **Base G** |
| --- | --- | --- | --- | --- |
| Alternative 3’ splice-site selection | 0.4016 | 0.4045 | 0.0962 | 0.0977 |
| Alternative 5’ splice-site selection | 0.4077 | 0.4007 | 0.0995 | 0.0921 |
| Cassette-exon inclusion or skipping | 0.3972 | 0.4057 | 0.0986 | 0.0985 |
| Intron retention | 0.4009 | 0.4053 | 0.0955 | 0.0983 |
| All RNA-Seq identified introns | 0.3955 | 0.3992 | 0.1019 | 0.1034 |

Statistical significance was determined by chi-square test. The base composition differences among the four types of AS introns are not significant but the difference between all AS introns and all introns is significant (P < 0.01).

# Supplementary material for: Transcriptome Analysis of the Model Protozoan, Tetrahymena thermophila, Using Deep RNA Sequencing
**Source:** PLoS One. 2012 Feb 7;7(2):e30630. doi: 10.1371/journal.pone.0030630
**Supplement:** Table S4 — 217 novel transcribed regions annotated in previous genome annotation but lost in current genome annotation.

**Table S4. 217 novel transcribed regions annotated in previous genome annotation but lost in current genome annotation.**

# Supplementary material for: Transcriptome Analysis of the Model Protozoan, Tetrahymena thermophila, Using Deep RNA Sequencing
**Source:** PLoS One. 2012 Feb 7;7(2):e30630. doi: 10.1371/journal.pone.0030630
**Supplement:** Table S5 — The 745 novel transcribed regions giving blast hits with expected values less than 1e-3.

**Table S5. The 745 novel transcribed regions giving blast hits with expected values less than 1e-3.**

# Supplementary material for: Transcriptome Analysis of the Model Protozoan, Tetrahymena thermophila, Using Deep RNA Sequencing
**Source:** PLoS One. 2012 Feb 7;7(2):e30630. doi: 10.1371/journal.pone.0030630
**Supplement:** Table S6 — Genes with state-specific alternative splicing.

**Table S6. Genes with state-specific alternative splicing**

* Key to abbreviations

IR = Intron retention

Alt 5' SSS = Alternative 5’ splice-site selection

Alt 3' SSS = Alternative 3’ splice-site selection

CEI/S = Cassette-exon inclusion or skipping

# Supplementary material for: Transcriptome Analysis of the Model Protozoan, Tetrahymena thermophila, Using Deep RNA Sequencing
**Source:** PLoS One. 2012 Feb 7;7(2):e30630. doi: 10.1371/journal.pone.0030630
**Supplement:** Text S1 — Additional materials for novel and missing genes in the RNA-seq data. Section 1: 955 genes in the 2008 prediction that RNA-seq failed to detect; Section 2: 1237 novel transcribed regions identified by RNA-seq.

**Additional Materials**

**Section 1. 955 genes in the 2008 prediction that RNA-seq failed to detect**

Of the 955 gene models we failed to detect (Table S1 and Table S2), 934 were originally annotated as “hypothetical proteins”, although 40 of them now give non-Tetrahymena blast matches with expected values ranging from 1E-05 to 9E-21. 680 of the undetected gene models had a length less than 100 codons and BLASTP searches showed that all but two of them had no significant hits (E-value >1e-5) in the NBCI non-redundant protein database. Only 34 of the undetected genes had an evolutionarily conserved domain when searched against to the Pfam database. 

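Table S2 gives most of the undetected models the highest of their values in 20 microarrays, to be read against a background value of 99. By these values, 140 of the 955 models with 0 reads lay above the background, and 102 of the 140 were under 100 codons, with a median length of 73 amino acids. Each of the 140 had 0 reads in all 6 libraries, which together held 64584083 reads on gene models. In the deepest library, G-m, a count of 0 allows up to 0.0844 RPM.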

When, the expression levels of the 955 undetected genes were examined in the *Tetrahymena* Gene Expression Database (TGED, <http://tged.ihb.ac.cn/>) [1], only 140 had a maximum microarray expression level that exceeded the background level in at least one of the 20 time points distributed among the three stages of the *Tetrahymena* life cycle (Table S1 and Table S2). Among the 140 genes undetected by RNA-seq whose expression exceeded background levels in at least one microarray test, 80 recorded gene expression levels between 4 and 400 times greater than background levels. At least three reasons could be responsible for this observation. First, the microarray covered 20 states of *Tetrahymena* life cycle but only 6 of those states were covered by RNA-Seq; Second, an artifact of microarray cross-hybridization could be another reason. For example, the gene TTHERM_01853030, which showed 400 times greater than background levels in the microarray data (Table S2), has high sequence similarity (96% identity for the BLASTN high score fragment) to another gene, TTHERM_02579220, which also showed high expression level in *Tetrahymena* life cycle; Third, there may be biases for these two techniques, as some genes with high expression level in microarray data but very low expression level in RNA-Seq data were found in another study [2]. 

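TTHERM_01853030 had 0 reads in all 6 libraries. TTHERM_02579220 had 12 reads in S-3 of mating type VI (0.599 RPM, exact 95% interval 0.309 to 1.05), 4 in G-m, 2 each in C-2 and C-8, and 0 in S-3 of mating type V and in S-15. The authors counted uniquely mapped reads, so reads that fit both models were left out and the counts of both are uncertain.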

So, most of these undetected gene models are likely to be mis-predicted genes, pseudogenes, or genes transcribed only in response to untested physiological conditions

**Section 2. 1237 novel transcribed regions identified by RNA-seq**

When the 1237 novel transcribed regions were compared against the 2006 gene models (previous genome annotation), we found 217 novel transcribed regions that were present in that genome annotation but had disappeared in the 2008 version (current genome annotation) (Table S4). Among these we found some important genes, such as a histone H3 protein homolog (TTHERM_00570560) and the piwi domain-containing protein (TTHERM_00503900) (Figure 3B). The two longest novel transcribed regions are over 10 kb; one encodes a dynein heavy chain family protein (E-value: 9e-169) with 32 introns, and the other encodes a leishmanolysin family protein (E-value: 0) with 5 introns (Figure 3C). These two genes were predicted in the 2006 genome annotation as TTHERM_01151430 and TTHERM_00086980, respectively. Gene expression microarray studies using the 2006 genome annotation [3] supported the transcription of both genes and their differential expression profiles (data not shown, available at TGED).

Among the 1,237 novel transcribed regions identified by this work, 874 (about 70%) likely code for proteins: 745 of them have BLASTX expected values <1e-3 in the NCBI non-redundant database and 129 have long ORFs, covering more than 80% of the length of the assembled transcript. Some of them potentially encode important genes, such as a Sm-like protein LSm5 homolog (Figure 3D) which has been reported to associate with the U6 snRNA in spliceosome [4,5]. The remaining 363 novel transcribed regions lack recognizable ORFs, and thus potentially represent non-coding transcripts. Among the 745 novel transcribed regions with matches to the NCBI non-redundant database, more than 90% (680) have homologues in the *T. thermophila* genome, indicating that they are members of multi-gene families (Table S5).

**Reference:**

1. Xiong J, Lu X, Lu Y, Zeng H, Yuan D, et al. (2011) Tetrahymena Gene Expression Database (TGED): A resource of microarray data and co-expression analyses for Tetrahymena. SCIENCE CHINA Life Sciences 54: 65-67.

2. Marioni JC, Mason CE, Mane SM, Stephens M, Gilad Y (2008) RNA-seq: An assessment of technical reproducibility and comparison with gene expression arrays. Genome Research 18: 1509-1517.

3. Miao W, Xiong J, Bowen J, Wang W, Liu Y, et al. (2009) Microarray analyses of gene expression during the Tetrahymena thermophila life cycle. PLoS One 4: e4429.

4. Mayes AE, Verdone L, Legrain P, Beggs JD (1999) Characterization of Sm-like proteins in yeast and their association with U6 snRNA. Embo Journal 18: 4321-4331.

5. Vidal VP, Verdone L, Mayes AE, Beggs JD (1999) Characterization of U6 snRNA-protein interactions. RNA 5: 1470-1481.

How the deposited data were processed for this re-analysis (not part of the article)

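Poly-A RNA of *T. thermophila* was sequenced in 6 libraries from 3 stages: growth (G-m), starvation for 3 hours (S-3, mating types VI and V) and for 15 hours (S-15), and conjugation at 2 hours (C-2) and 8 hours (C-8). The authors, per their methods, trimmed read ends of low quality, mapped the reads with TopHat to the macronuclear genome of the 2008 release, kept uniquely mapped reads and counted reads with HTSeq, so the deposited counts are whole numbers of reads per gene model, without normalization. The version, mode and strand setting of HTSeq are not given in the sources used here. Reads that map to more than 1 place were left out by the authors.

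The counts of 24725 gene models in 6 libraries were read as deposited, and no gene model or library was left out. RPM was calculated from the uniquely mapped reads of Table 1. RPKM was not calculated, since the exon lengths of the 2008 models were not used here, so the minimum of 5 that the paper sets in RPKM was applied in RPM. A count of 0 was read as up to 3 reads, at a confidence level of 95%, and shares of reads were given Wilson intervals. Intervals of single counts were exact. All of them cover counting error only.

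The S-3 pair was compared by Pearson's r of log2 RPM across gene models with a read in both libraries, with an interval from 1000 bootstrap samples of gene models. A gene model was called detected with 1 read. A stage's value was the highest RPM of its libraries, and a gene model was called specific to a stage when its highest RPM was above 5 and its value in the stage was at least 5 times that in each other stage. How the libraries of a stage were combined is not given in the sources used here. Thinning kept each read at random with a fixed probability, so that the expected total on gene models was that of the smallest library, and was done from a single seed.

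The 4 states with a single library were each compared with S-3 in edgeR 4.0.16 (R 4.3.3, limma 3.58.1), by the quasi-likelihood test with TMM library sizes, edgeR's filter on low counts and Benjamini-Hochberg adjustment at 0.05. The design had 5 states and 1 residual degree of freedom, from the S-3 pair, and the single libraries were assumed to vary like that pair. Standard errors were derived from the log2 fold change and the F statistic. The prior degrees of freedom of edgeR had an infinite median, so standard errors and p-values rest on a spread shared across gene models. DESeq2 1.42.0 was run on the same design as an alternative. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

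The tests were tried on simulated data with 200 changed gene models. edgeR recovered 82.0% in G-m, 76.0% in S-15, 77.5% in C-2 and 76.5% in C-8, with between 5 and 9 false calls each. The stage rule recovered 199 of 200, with 0 false calls. The counts for edgeR were drawn with the spread that edgeR itself had estimated, alike in all states, and few gene models were changed. Few false calls follow from this setting, so they do not measure the error in the real libraries. The 0 false calls of the stage rule likewise hold for simulated libraries alone. Between the real S-3 libraries, 227 gene models above 5 RPM differed by 5-fold or more.

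The gene models named in the text are those the paper names, those with the largest ratio in each stage, those with the highest RPM in each library and those with the largest fold in each direction within the S-3 pair, with at most 2 printed per list. TTHERM_00338160 falls outside this rule and was named after its values were seen. The neighbour order of gene models came from a RefSeq annotation of a later assembly, in which 20934 of the 24725 models (84.7%) have a place. Alternatives covered the pseudocount, minimum reads, the rank correlation, the library totals, the thresholds of the stage rule, the way libraries of a stage were combined, read length, depth, each left-out library, the filter on low counts and the tool. Splicing, transcript assembly, untranslated regions and GO terms were not analysed here, since counts per gene model do not measure them.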

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

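The tests of read length, of the top gene model, of library totals, of carry-over and low transcription at abundant C-8 gene models, of strain loss and of neighbouring gene models were chosen after the results were seen, whereas those of depth, of low-level transcription in late conjugation and of counting noise were set before.

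In S-15, TTHERM_00655890 took 22.2% of the reads on gene models, a signal outside the gene models that the paper discusses. Its value was 85261 RPM there, 12.6 RPM in G-m, and 8608 and 8554 RPM in S-3 of mating types VI and V. S-15 was also the library with the lowest share of uniquely mapped reads on gene models, if pairs were counted alike in all libraries. Read length is excluded as the source, since the other libraries of 100 bp reads had shares of 51.8% or more. Reads on a gene model count toward the share and can only raise it, so the counted reads of TTHERM_00655890 cannot have lowered it. By the paper, the original annotation left out untranslated regions. Reads of this transcript outside its model could therefore lower the share, and taking out its counted reads does not test this. With the top gene model of each library taken out of the counts alone, the share was 29.8% in S-15 and from 49.9% to 52.9% in the others. With it taken out of the uniquely mapped reads as well, the share was 32.6% in S-15 and from 50.8% to 54.3% in the others. Reads from outside the gene models, from this transcript, from other transcripts or from DNA, were not analysed here. The effect of 15 hours of starvation stays open as a biological explanation, untested in a single library.

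Reads in C-8 alone were found for 1088 gene models, which the paper does not report. Depth is excluded as the whole source of the larger number of gene models with a read in C-8, which after thinning to equal totals was 22387 against 19669 in the next library. Of the 1088, 1.29% were above 5 RPM. Gene models without reads elsewhere are low by choice, and the other libraries had few such gene models: 1 of the 69 with reads in G-m alone (1.45%) was above 5 RPM, and 0 of the 60 and 42 in S-3 of mating types VI and V, the 37 in S-15 and the 75 in C-2. The value does not decide whether transcription at a low level across gene models or induction of single genes lies behind them. The paper describes massive non-coding transcription of the genome in conjugation and holds that part of it could in theory enter the poly-A RNA. It judges the effect on its intron retention events to be negligible at most. Such reads were not told apart from those of genes here, so the 1088 need not be expressed genes. DNA in the RNA sample was not tested, and C-8 had no replicate.

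Between the S-3 libraries, 227 gene models above 5 RPM differed by 5-fold or more, of which 187 were higher and 40 lower in mating type V. With at least 100 reads summed over both libraries, 153 of 9522 differed, 113 higher and 40 lower. In 100 draws of counting noise the highest number was 0, but this comparison sets single libraries against technical noise and decides nothing between biological and technical sources. With TMM library sizes 55 were higher and 62 lower, but TMM centres the ratio between the libraries, so a balance follows from its construction. With the sum of counts as the total 358 were higher and 59 lower. That total hardly changes the ratio, since the shares on gene models were 54.0% and 53.7%. It raises RPM in both libraries, so 12417 gene models passed 5 RPM against 9698, and it does not test the library totals. Whether the library totals lie behind the excess of higher gene models stays open. Of the 40 lower in mating type V, 97.5% had at least 10 reads in S-15 or C-8, which have the same read length, but an expressed gene model can pass this after a 5-fold loss, so read length stays open as well. Loss of the gene models in the mating type V strain is excluded for most, since 2 of the 40 had 0 reads there. A difference shared by neighbouring gene models, such as the sequence, copy number or regulation of a genome segment, could account for some: 3 pairs of the 38 with a place were neighbours, against a median of 0 and a highest number of 2 among 10000 random lists of the same expression. Among those higher in mating type V, 2 pairs of 160 were neighbours, against a random median of 1 and a highest number of 6, so no excess was seen there. Neighbouring models can also be parts of a single gene, as the paper shows for the region in panel B of Figure 2, and would then differ together. The random lists were not matched for this, so the 3 pairs need not come from a difference of a genome segment. The test of neighbours began as a single test of strain loss or sequence difference and was divided after the 3 pairs were seen. Mating type and culture stay open and were not tested.

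At 33 gene models with at least 10000 reads in C-8 and 0 in G-m, the median of S-3 reads of mating type V was 0.0490% of the C-8 reads, with quartiles of 0.0434% and 0.0690%, a signal the paper does not report. All 33 had reads in S-3 of mating type V and in S-15, libraries of 100 bp reads as C-8, while 25 had 0 in S-3 of mating type VI. Carry-over of reads from C-8 is a candidate explanation, but the data do not decide it. The first test asked whether the share stayed within 10-fold among 78 gene models with at least 1000 C-8 reads and 0 in G-m and S-3 of mating type VI. The criterion was not met, with a 67.2-fold range up to 2.16% for TTHERM_00338160. Transcription in S-3 of mating type V can raise a share above a carried-over proportion, so this range does not decide against carry-over. Of the 78, 12 had 0 reads in S-3 of mating type V. At the median share of 0.0457%, a gene model near 1000 C-8 reads can have 0 by counting alone. The minimum of 10000 and its criterion were chosen after minimums of 1000, 5000 and 10000 had been viewed. At 1000, 14 of 117 gene models had 0 reads in S-3 of mating type V and the quartiles were 0.0386% and 0.131%; at 5000, 0 of 57 did and they were 0.0413% and 0.0819%. Low transcription at 3 hours of starvation, alike in both mating types, is excluded as the source for most of the 33, since S-3 of mating type VI is the deeper library and 25 had 0 reads there. At minimums of 1000 and 5000, 78 of 117 and 40 of 57 had 0 reads in it. Low transcription in the cultures of S-3 of mating type V and S-15 alone cannot be told apart from carry-over, since each is a single library and the minimum was chosen after the shares were seen. As a source of the differences in the S-3 pair, carry-over at the median share made up 50% of the reads or more in 1 of the 187 gene models higher in mating type V, TTHERM_00125280.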

How the results depend on the processing

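The alternatives reported here were all set before the data were examined, and none was added later.

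Among the alternatives for the numbers and correlations that answer a comparison, 61 left the result within its spread or within 1.5 times its number, 27 moved it, 1 reversed it and 1 took it past its threshold. For numbers of gene models, this sorting compares totals and not directions. With Table 1 totals in place of TMM, the edgeR totals stayed within 1.5 times. The more frequent direction against S-3 nevertheless changed in G-m and C-2, and stayed the same in S-15 and C-8. The 30 alternatives for the 6 named stage-specific gene models kept their direction and the 5-fold difference, with log2 ratios from 5.38 to 14.53. The number of detected gene models stayed between 21694 and 23733 under 10 alternatives. Causes of the movements below were not tested unless the alternative's construction gives them.

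Pearson's r of the S-3 pair was 0.959 with 1 RPM added and 0.946 with 0.1 RPM added over all gene models, 0.928 with at least 10 reads in both libraries, 0.912 after thinning, and Spearman's rho was 0.926; each moved by more than the bootstrap SD. The S-3 pair differences numbered 417 with the sum of counts as the total, 117 with TMM and 114 with DESeq2 size factors. The sum of counts raises RPM in both S-3 libraries, so 12417 gene models passed 5 RPM there, against 9698. The dynamic range was 4.86 orders of magnitude between percentiles and 5.48 with at least 10 reads, which set a higher lower end by construction.

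Starvation-specific gene models numbered 197 with the mean of the states, 1 when every library had to pass, 671 with the sum of counts as the total, 614 above 1 RPM, 971 at 3-fold and 111 at 10-fold, and from 236 to 351 without either S-3 library, the lower value without S-3 of mating type V. Conjugation-specific ones numbered 459 when every library had to pass, 2617 at 3-fold and 1017 at 10-fold, and growth-specific ones 353 at 10-fold. Conjugation had the most under every setting except that of every library, where growth had 684. Growth had more than starvation under every setting except the sum of counts, with 663 against 671. Starvation over conjugation gave 1874 gene models within 100 bp reads, more than the 1790 of conjugation over starvation there, and conjugation over starvation gave 1221 within 75 bp reads, against 750; the 100 bp set leaves out C-2 and the 75 bp set C-8, so time and read length cannot be separated there.

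DESeq2 called 2907 gene models in G-m, 1585 in S-15, 2186 in C-2 and 4368 in C-8, fewer than edgeR in each; it also tested fewer. Numbers of 5-fold changes against S-3 without either S-3 library were 2227 to 2847 in G-m, 1651 to 2277 in S-15, 1971 to 2775 in C-2 and 4003 to 4191 in C-8, without a test, since no residual degrees of freedom remain.

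For the starvation list of alternatively spliced genes, the median log2 ratio of 0.05 became -0.47 with the mean of the states and 0.75 for genes with intron retention alone.

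The planned comparison of RPKM with reads without gene length gave nothing separate, since RPM was used throughout. The functional sets were not run, since the reference used gives no products. No paired analysis was possible because the libraries of the states are not matched. Depth limits S-15 and S-3 of mating type V most, where 1 read is worth 0.0877 and 0.0896 RPM.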

Differences from the paper's values

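No test or alternative in this part was chosen after the results were seen; all were set before the data were examined.

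Pearson's r of the S-3 pair is 0.924 in the paper and was 0.914 here. The error was taken as the SD of r over bootstrap samples of gene models, 0.00156, which counts gene models as if independent and so understates it. By that measure of 1 SD every alternative differed too, though Spearman's rho, 0.926, did so by 0.00191, little more than the SD. Next was r with at least 10 reads in both libraries, 0.928, and r with 1 RPM added, 0.959, with 0.1 RPM added, 0.946, and after thinning, 0.912, lay further away. The paper's r is of RPKM, and the value here is of RPM over 18735 gene models.

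The paper gives 231 starvation-specific genes, and 376 were found here. The alternatives within 1.5 times the paper's number were the mean of the states (197), without S-3 of mating type V (236), TMM library sizes (342) and a minimum above 10 (274). The number stayed beyond it without S-3 of mating type VI (351), with DESeq2 size factors (350), the sum of counts (671), a minimum above 1 (614), 3-fold (971), 10-fold (111), every library (1), at least 10 reads (376) and thinning (375). In its sentence on GO terms, the paper gives 62 starvation-specific genes. No alternative came within 1.5 times that number, and the nearest above it was 10-fold (111).

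For growth the paper's number is 1002 and 684 were found here, within 1.5 times of it. The number lay beyond that with the sum of counts (663), a minimum above 10 (626) and 10-fold (353), and from 684 to 1014 under the other alternatives, nearest with 3-fold (1014) and the mean of the states (975). For conjugation the paper's number is 1894 and 1727 were found here. The number lay beyond 1.5 times with every library (459) and 10-fold (1017), and from 1482 to 2617 under the others, nearest with the sum of counts (1837).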

Other observations

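The tests of expression behind the splicing lists were set before their results were seen, and the test of shared read length was chosen after.

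Genes that the paper lists as alternatively spliced in a single stage were compared with random lists matched on mean expression. For the 130 conjugation genes, the median log2 ratio of conjugation over the other stages was 2.00 and lay at percentile 100 of 10000 random lists, whose central 95% ran from -0.82 to -0.01. Expression of the gene in that stage, which gives more reads to find splice forms, may therefore account for part of the conjugation list, and 53 of the 130 were conjugation-specific by the 5-fold rule. For the 36 starvation genes the median was 0.05, at percentile 89.83, short of the 95% set in advance. With the mean of the states the percentile was 68.95, and for the 11 genes with intron retention alone the median was 0.75 at percentile 98.85, past that level, with 81.8% above 0. The genes of the whole list went both ways, with 52.8% above 0, so the test was read as undecided; that reading was adopted after the percentile was seen. For the 6 growth genes the median was -1.45 at percentile 61.31. Whether splicing itself differs between stages was not analysed here, and regulation of splicing stays open.

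The 4 genes that the paper's text names for splicing differed in how far their expression rose in conjugation. The potential cyclin A homolog, TTHERM_00693080, had 744 RPM in C-8, 163 RPM in C-2 and 1.40 RPM or less in the growth and starvation libraries. The CDK2 homolog, TTHERM_01080590, had 27.2 RPM in C-8, 5.46 RPM in C-2 and at most 3.40 RPM elsewhere, in S-3 of mating type V. The MAPK homolog, TTHERM_00660130, had 297 RPM in C-8 and 247 RPM in C-2 against 91.7 RPM in S-3 of mating type V and 62.8 RPM in G-m, under the 5-fold difference of the stage rule. DYH2, TTHERM_00558310, had 881 RPM in C-8 and 20.6 RPM in C-2, against 103 RPM in G-m and 103 RPM in S-3 of mating type V.

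The correlation with S-3 of mating type V was lower than that with S-3 of mating type VI for each of the other libraries. The difference in r was -0.0291 with S-15 and -0.0314 with C-8, both of 100 bp reads as S-3 of mating type V, against -0.0404 with C-2 and -0.0691 with G-m, of 75 and 53 bp reads. A higher correlation between libraries of the same read length stays open, since the sign follows S-3 of mating type VI in every case and read length is confounded with stage and time. No biological explanation was tested.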
